# PKM2 regulates osteoclastogenesis by affecting osteoclast precursor cell fusion *via* downregulation of OC-STAMP and DC-STAMP

**DOI:** 10.1016/j.jbc.2025.108439

**Published:** 2025-03-22

**Authors:** Cong Cai, Jiawei Jiang, Song Li, Chenghao Gao, Hongxu Pu, Libo Zhao, Jun Xiao

**Keywords:** PKM2, osteoporosis, osteoclast, activator, OC-STAMP, DC-STAMP

## Abstract

Osteoporosis is a common bone disease that has become a serious public health problem with the aging of population. Osteoclasts are the only cells in body that can resorb bone, whose dysfunction is closely related to osteoporosis. Pyruvate kinase M2 (PKM2) is one of the essential rate-limiting enzymes in the process of glycolysis. This study aimed to elucidate the role of PKM2 in osteoclastogenesis and bone resorption. Bone marrow–derived macrophages were transfected with adenovirus to knock down the expression of PKM2 gene or treated with the PKM2 activators, DASA-58 and TEPP-46. Osteoclast formation was detected by tartrate-resistant acid phosphatase staining, osteoclast-specific gene and protein expression was detected by RT–quantitative PCR and Western blotting, and the effect of DASA-58 on osteoclast gene expression at the transcriptional level was examined by RNA sequencing. The results showed that knockdown of PKM2 by adenoviral transfection or treatment with PKM2 activators, DASA-58 and TEPP-46, inhibited osteoclast differentiation and suppressed the expression of osteoclast-associated genes in bone marrow–derived macrophages. Furthermore, PKM2 activators, DASA-58 and TEPP-46, could inhibit several signaling pathways in osteoclasts; knockdown of PKM2 or treatment with PKM2 activators, DASA-58 and TEPP-46, both affected osteoclast precursor cell fusion by inhibiting the expression of osteoclast stimulatory transmembrane protein (OC-STAMP) and dendritic cell–specific transmembrane protein (DC-STAMP). Therefore, PKM2 is closely related to osteoclast differentiation and formation, and the development of new therapeutic strategies targeting the PKM2 gene in osteoclasts may be feasible for the prevention and treatment of osteoporosis.

Osteoporosis is a systemic bone disease characterized mainly by decreased bone mass and deterioration of bone tissue microarchitecture, which increases bone fragility and susceptibility to fracture. With the aging of population, osteoporosis-related fracture has been the leading cause of disability and mortality in the elderly and a major public health problem with increasing medical and socioeconomic burden (1, 2).

Bone is constantly remodeling to maintain a dynamic balance. Bone remodeling is a physiological process in which old and damaged bone is removed by osteoclasts and replaced by new bone formed by osteoblasts. Normally, osteoclasts and osteoblasts work in concert to maintain the balance of bone tissue (3). Osteoclasts are the only cells in body that perform the function of bone resorption, and their abnormally increased activity in pathological conditions disturbs the balance of bone remodeling and would lead to bone metabolic diseases, most commonly osteoporosis (4).

Osteoclasts are tissue-specific macrophage polysomes formed by the differentiated mononuclear phagocyte precursor cells located on or near the bone surface. Induced by cytokines such as macrophage colony-stimulating factor (M-CSF) and receptor activator of NF-κB ligand (RANKL), several signaling pathways are activated in mononuclear phagocytes, including NF-κB, mitogen-activated protein kinases (MAPKs) (extracellular signal–regulated kinase [ERK], c-Jun NH2-terminal kinase [JNK], and p38), and PI3K–AKT. Mononuclear phagocytes then progressively differentiate and fuse step by step to form mature osteoclasts, expressing several specific genes, such as tartrate-resistant acid phosphatase (TRAP), cathepsin K (CTSK), and nuclear factor of activated T cells 1 (NFATc1) to play a role in bone resorption (5).

Pyruvate kinase (PK) is one of the key rate-limiting enzymes in glycolysis (6, 7). PK regulates the final step of glycolysis, converting phosphoenolpyruvate to pyruvate and phosphorylating ADP to ATP. It consists of four isozymes: PKL, PKR, PKM1, and PKM2 (7), of which PKM2 exists mainly as a monomer or a dimer with low enzymatic activity and acts as a transcriptional coactivator that regulates the activity of various transcription factors by translocating to the nucleus (8, 9, 10). PKM2-mediated glycolysis has been shown to regulate the growth, invasion, and osteoclast formation of odontogenic keratocyst fibroblasts (11). In RAW264.7 cells, hypoxia or hypoxia-inducible factor-1α enhanced osteoclast activation and acid secretion by regulating the glycolytic enzymes, lactate dehydrogenase A, glucose kinase, PKM2, and phosphofructokinase 1 (12, 13, 14). In addition, PKM2 inhibits osteogenic differentiation and promotes lipogenic differentiation of bone marrow mesenchymal stem cells by regulating the β-catenin signaling pathway and mitochondrial fusion and fission (15, 16). In contrast, TRAF4 negatively regulates adipogenesis of bone marrow mesenchymal stem cells by activating PKM2 activity (17). It has been shown that high expression of PKM2 in tissues of osteosarcoma patients is associated with poor prognosis, and knockdown of PKM2 can inhibit proliferation and invasion of osteosarcoma cells *in vitro* and *in vivo* (18, 19, 20). The aforementioned studies suggest that PKM2 may play an important role in bone metabolic homeostasis.

Bisphosphonates and anti-RANKL antibodies are currently the first-line therapeutic agents targeting the excessive osteoclast activity (21). However, because of the close relationship between osteoclasts and osteoblasts, inhibition of osteoclasts by bisphosphonates or anti-RANKL antibodies will inevitably affect bone formation. Meanwhile, side effects, complications, and lack of long-term adherence are also the limitations of these agents (22). Therefore, new therapeutic strategies targeting osteoclast metabolism are needed for the prevention and treatment of osteoporosis. In the present study, we investigated the effect of PKM2 on osteoclast formation and function and studied the mechanism involved.

## Results

### Knockdown of PKM2 inhibited osteoclast differentiation and the expression of osteoclast-associated genes

To investigate the role of PKM2 in osteoclast differentiation, bone marrow–derived macrophages (BMMs) were infected with adenovirus carrying PKM2-specific shRNA or control adenovirus. Figure 1, *A*–*C* showed that PKM2 mRNA and protein expression levels were significantly decreased by adenovirus carrying PKM2 shRNA compared with the control group. The transfected BMMs were then induced with RANKL, and our study results showed that TRAP expression was significantly reduced in the sh-PKM2 group compared with the sh-Con group, indicating that knockdown of PKM2 inhibited BMM differentiation into osteoclasts (Fig. 1, *D*–*G*). Large and round F-actin rings of BMMs were observed in the control group, and knockdown of PKM2 obviously affected the formation of F-actin rings, suggesting that knockdown of PKM2 suppressed osteoclast bone resorption (Fig. 1, *H* and *I*).

**Figure 1:**
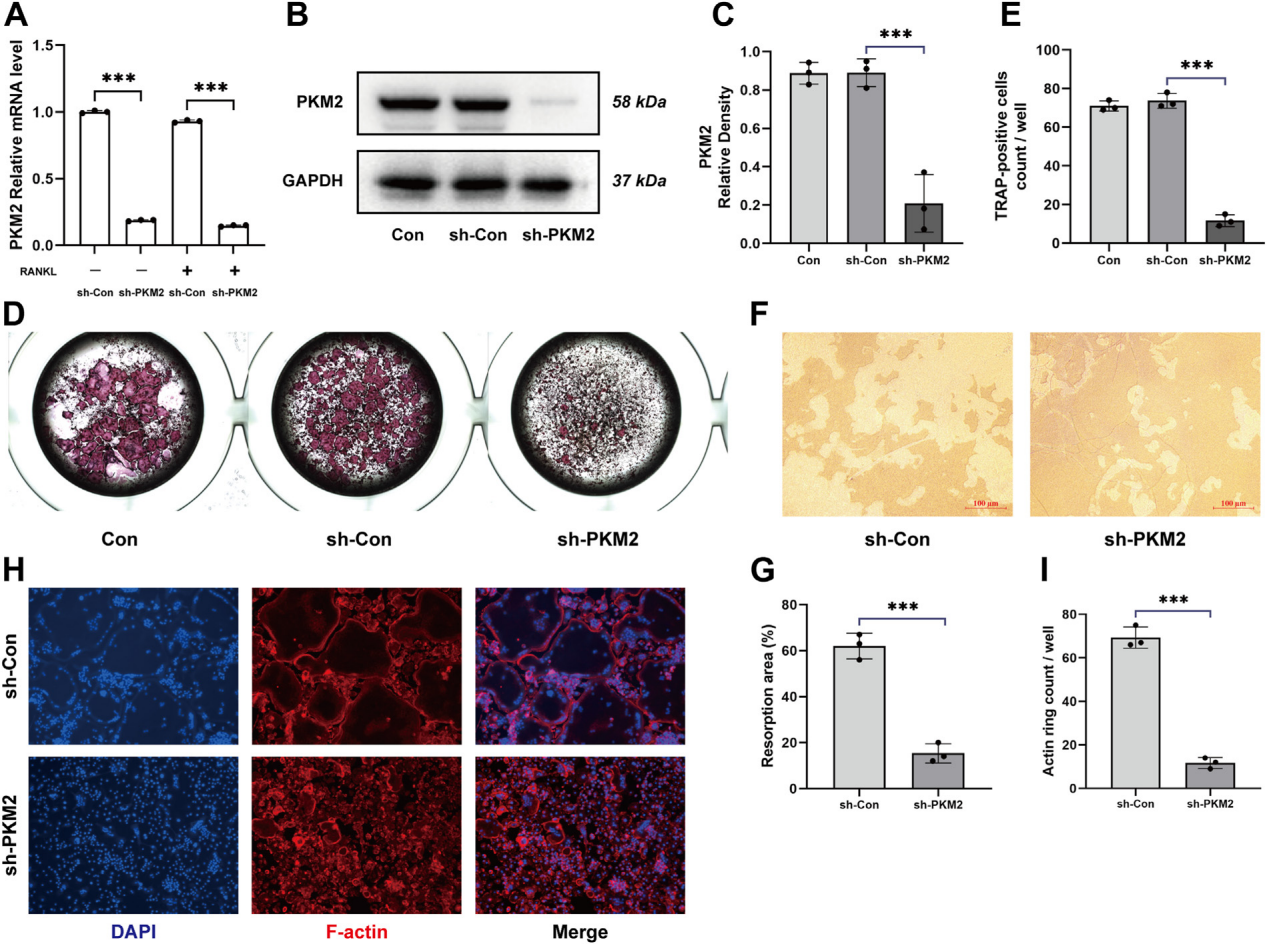
**Knockdown of PKM2 inhibits osteoclast differentiation of BMMs.** BMMs were infected with an adenovirus carrying PKM2-specific shRNA or a control adenovirus to verify the expression of PKM2 mRNA (*A*) and protein (*B*) in the cells. *C*, relative quantification of PKM2 protein. Knockdown of PKM2 inhibited osteoclast differentiation (*D*) and bone resorption function (*F*) of BMMs. *E*, number of TRAP-positive cells. *G*, quantification of bone resorption area. Cells were intervened and cultured for 7 days, cell morphology was observed (*H*), and number of actin rings is counted (*I*). Data are expressed as the mean ± SD of three independent replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. BMM, bone marrow–derived macrophage; PKM2, pyruvate kinase M2; TRAP, tartrate-resistant acid phosphatase.

In addition, to further investigate the effect of PKM2 on osteoclast activity, PKM2 was knocked down in BMMs and osteoclast differentiation was induced with RANKL. We examined the expression levels of the osteoclast-associated genes, such as CTSK, NFATc1, and TRAP, and found that the mRNA and protein levels of CTSK, NFATc1, and TRAP were decreased (Fig. 2, *A*–*C*), suggesting that PKM2 played an essential role in osteoclast differentiation and formation.

**Figure 2:**
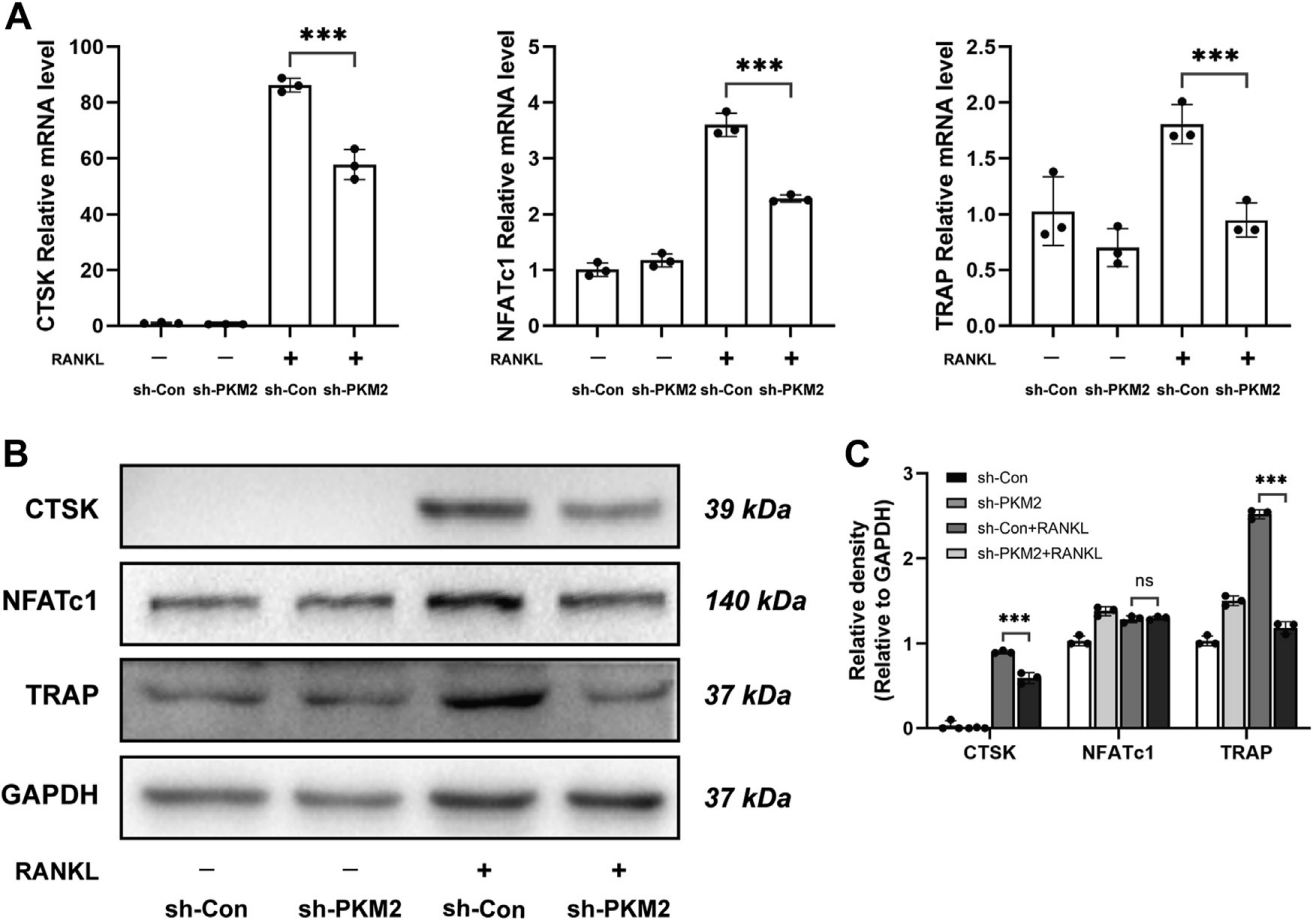
**Knockdown of PKM2 inhibits the expression of osteoclast-related genes and proteins.** The expression of mRNA (*A*) and protein (*B*) of osteoclast-related genes, CTSK, NFATc1, and TRAP, in BMMs was inhibited after the knockdown of PKM2. *C*, relative quantification of CTSK, NFATc1 and TRAP protein. Data are displayed as the mean ± SD of three independent replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. BMM, bone marrow–derived macrophage; CTSK, cathepsin K; NFATc1, nuclear factor of activated T cell 1; PKM2, pyruvate kinase M2; TRAP, tartrate-resistant acid phosphatase.

### PKM2 activators, DASA-58 and TEPP-46, inhibited osteoclast formation

BMMs were treated with different concentrations of PKM2 activators, TEPP-46 or DASA-58, respectively, and induced with RANKL to differentiate toward osteoclasts. The PKM2 activators, DASA-58 and TEPP-46, were able to promote PKM2 tetramer formation and inhibit PKM2 entry into the nucleus. Both DASA-58 and TEPP-46 were found to inhibit osteoclast formation in a concentration-dependent manner (Fig. 3, *A*–*F*). Similar results were obtained after treatment with DASA-58 and TEPP-46 at different time points of osteoclast differentiation (Fig. 3, *G*–*I*).

**Figure 3:**
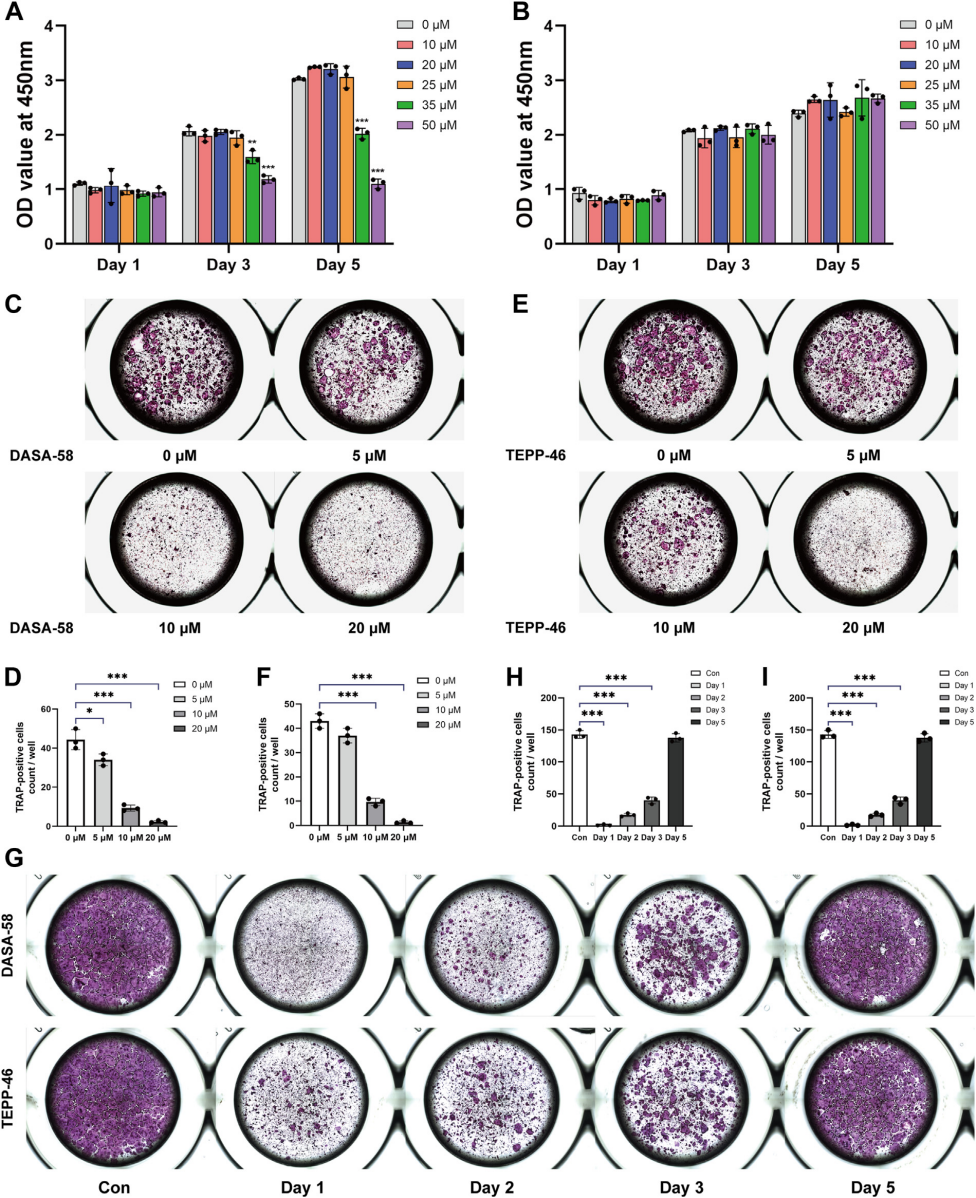
**PKM2 activators, DASA-58 and TEPP-46, inhibit osteoclast differentiation of BMMs.** BMMs were treated with different concentrations of PKM2 activators DASA-58 (*A*) and TEPP-46 (*B*), respectively, and MTT assays showed their effect on cell proliferation. The TRAP staining showed that osteoclast differentiation of BMMs was inhibited by treatment with appropriate concentrations of PKM2 activators DASA-58 (*C*) and TEPP-46 (*E*), respectively. Number of TRAP-positive cells by treatment with appropriate concentrations of DASA-58 (*D*) and TEPP-46 (*F*). *G*, the representative TRAP staining images of BMMs after treating with PKM2 activators at different time points. Number of TRAP-positive cells after treating with DASA-58 (*H*) and TEPP-46 (*I*) at different time points. Data are expressed as the mean ± SD of three independent replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. BMM, bone marrow–derived macrophage; PKM2, pyruvate kinase M2; TRAP, tartrate-resistant acid phosphatase.

We further investigated the role of PKM2 activators, DASA-58 and TEPP-46, in osteoclasts. BMMs were treated with appropriate concentrations of the PKM2 activators, DASA-58 and TEPP-46, respectively, and induced with RANKL. F-actin rings were found to be smaller and more irregular in the RANKL+DASA-58 group when compared with the RANKL + dimethyl sulfoxide (DMSO) group by immunofluorescence detection (Fig. 4, *A* and *B*). RNA and protein were extracted, and the results of RT–quantitative PCR (qPCR) and Western blotting assays showed that DASA-58 and TEPP-46 also inhibited the expression levels of mRNA and protein of osteoclast-related genes, such as CTSK, NFATc1, and TRAP (Fig. 4, *C* and *D*).

**Figure 4:**
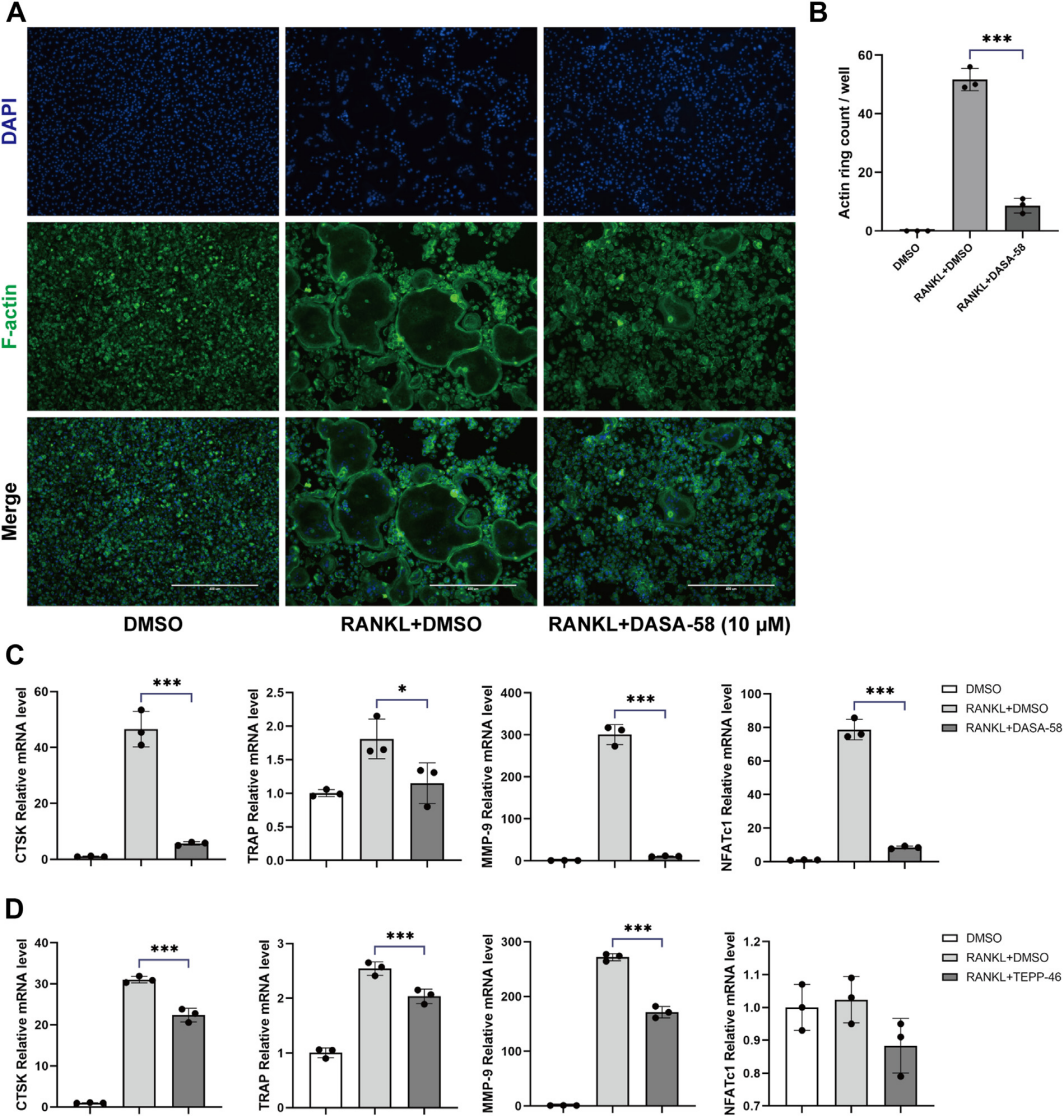
**PKM2 activators, DASA-58 and TEPP-46, inhibit osteoclast-related gene expression.***A* and *B*, osteoclast differentiation was inhibited when cells were treated with PKM2 activator DASA-58. *A*, cells were intervened and cultured for 7 days, and cell morphology was observed. *B*, number of actin rings by treatment with DASA-58 (10 μM). The expression of osteoclast-associated genes, CTSK, NFATc1, TRAP, and MMP-9, was inhibited after the addition of PKM2 activators DASA-58 (*C*) and TEPP-46 (*D*). DASA-58 and TEPP-46 were used at 10 μM in the culture medium. Data are displayed as the mean ± SD of three independent replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. BMM, bone marrow–derived macrophage; CTSK, cathepsin K; NFATc1, nuclear factor of activated T cell 1; PKM2, pyruvate kinase M2; TRAP, tartrate-resistant acid phosphatase.

### PKM2 activators, DASA-58 and TEPP-46, downregulated several signaling pathways in RANKL-treated BMMs

To investigate the molecular mechanism by which the PKM2 activators, DASA-58 and TEPP-46, inhibited osteoclast differentiation, BMMs were treated with appropriate concentrations of DASA-58 and TEPP-46, respectively, and induced with RANKL, and proteins were extracted at the appropriate time points. Western blotting assay showed that DASA-58 and TEPP-46 could inhibit the phosphorylation of several protein pathways (Fig. 5), indicating that the PKM2 activators, DASA-58 and TEPP-46, could affect osteoclast differentiation and formation by inhibiting the activation of NF-κB and MAPK pathways.

**Figure 5:**
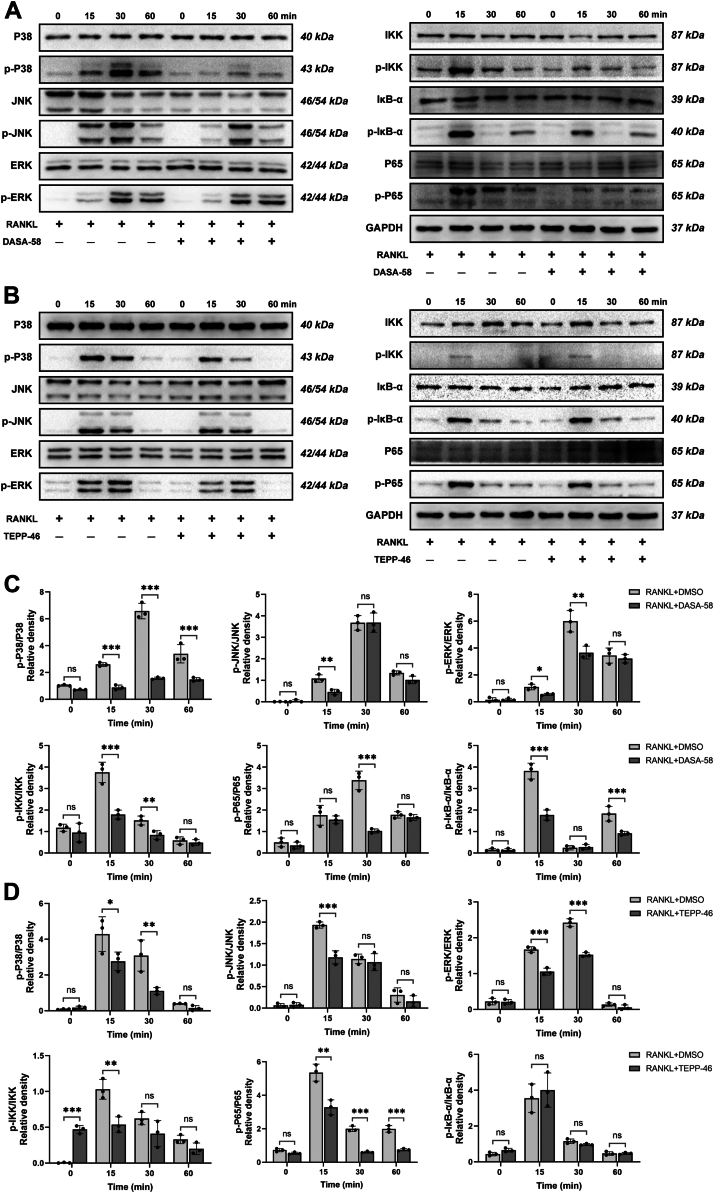
**PKM2 activators, DASA-58 and TEPP-46, inhibit multiple signaling pathways in BMMs.** BMMs were treated with PKM2 activators DASA-58 (*A*) and TEPP-46 (*B*), respectively, in parallel with RANKL induction, and proteins were extracted at the corresponding time points, showing their effects on P38, JNK, ERK, P65, IκB-α, and IKKα/β protein phosphorylation. DASA-58 and TEPP-46 were used at 10 mM in the culture medium. Relative quantification of P38, JNK, ERK, P65, IκB-α, and IKKα/β protein phosphorylation with PKM2 activators DASA-58 (*C*) and TEPP-46 (*D*). Data are expressed as the mean ± SD of three independent replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. BMM, bone marrow–derived macrophage; ERK, extracellular signal–regulated kinase; JNK, c-Jun NH2-terminal kinase; PKM2, pyruvate kinase 2; RANKL, receptor activator of nuclear factor-κB ligand.

### PKM2 regulated osteoclastogenesis *via* inhibiting the expression of OC-STAMP and DC-STAMP

The effect of PKM2 on osteoclast differentiation was further investigated at the transcriptional level using RNA sequencing (RNA-seq). 

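The RNA-seq data hold 6 libraries of BMMs, macrophages grown from mouse bone marrow, of which 3 were treated with DASA-58 and 3 with DMSO, its solvent. The paper does not state whether the 3 replicates of a group are separate mice, cell preparations or wells. The SD and p-values given here may therefore measure only the spread between wells of the same preparation. The results of the paper state that both groups were induced with RANKL for 3 days, whereas the wording of the methods leaves open whether the DMSO cells also received RANKL. The methods write DASA-48 where the results and the sample labels write DASA-58, and the paper's text gives no concentration for this experiment. The authors deposited 1 table of FPKM (fragments normalized to gene length and library depth) with 23504 genes listed by Ensembl identifier. The paper's text does not name the aligner, the genome build, the annotation or the counting tool. The FPKM values of a gene were whole multiples of 1 step in each library, and whole fragments were recovered from these steps for 97.5% of the genes. The recovered depth was 18349453, 18853041 and 18209396 fragments in DMSO replicates 1, 2 and 3, and 18829062, 18191560 and 18968556 fragments in DASA-58 replicates 1, 2 and 3. A count of 0 allows up to 3 fragments, which on a gene of 1000 bases is between 0.158 and 0.165 FPKM in these libraries and covers counting error only. From the deposited values, log2(FPKM + 1) was compared between the groups with limma, with a trend in the variance and Benjamini-Hochberg adjustment, over the 10965 genes with a mean of at least 1 FPKM. A fold change on this scale understates the change of genes with low FPKM. An exact permutation test of 3 libraries against 3 cannot give a p under 0.10. Symbols were taken from GENCODE mouse release 21.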

BMMs were treated with appropriate concentrations of DASA-58 and an equal volume of DMSO, induced with RANKL for 3 days, and the RNA was extracted for RNA-seq. 

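Among the 10965 genes tested, 798 were lower and 465 were higher with DASA-58 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). Most of these changes were small. At an adjusted p under 0.05 and a log2 fold change beyond 1, 4 genes were lower and 1 was higher, and at the threshold of the legend of Fig. 6, read as log2 and an unadjusted p, 5 genes were lower and 1 was higher. The 2 groups did not overlap in 3667 of the genes tested, which is 33.4%, where chance gives 10%. The number of genes changed depended on the model, in both directions. An ordinary linear model without variance shrinkage gave 314 lower and 227 higher genes. With voom weights on the recovered fragments, chosen after seeing the data, 1322 genes were lower and 738 higher. The number also depended on single libraries, with 387 lower genes without DMSO replicate 1 and 400, 413 and 467 without DASA-58 replicates 3, 1 and 2. The higher genes numbered 282 without DMSO replicate 1. Without DASA-58 replicates 1, 3 and 2 they numbered 272, 276 and 296. The balance of directions moved with the scaling between libraries. Centring on the median gave 504 lower and 597 higher genes, the trimmed mean of log ratios 507 and 600, and quantile normalization 588 and 600. Equal library totals gave 958 lower and 386 higher genes.

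All 36 genes of Fig. 6A were tested, and all 36 were lower with DASA-58 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested), with no overlap between the groups. The count was also 36 when adjusted over the list alone, but the study picked these genes on the same libraries, so neither count is independent evidence. Their log2 fold changes lay between -0.97 and -0.48. None of them passed -1 on this scale, although all had an unadjusted p under 0.05. The log2 ratio of the mean FPKM, which needs no pseudocount, was below -1 for 8 of them and ranged from -1.43 for Kbtbd11 to -0.54 for Fam102a. With a pseudocount of 0.1 in place of 1, 8 of the 36 genes passed -1 at the threshold of the legend. With the pseudocount of 1, 2 of them passed it when DASA-58 replicate 2 was left out.

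**Figure D1:**
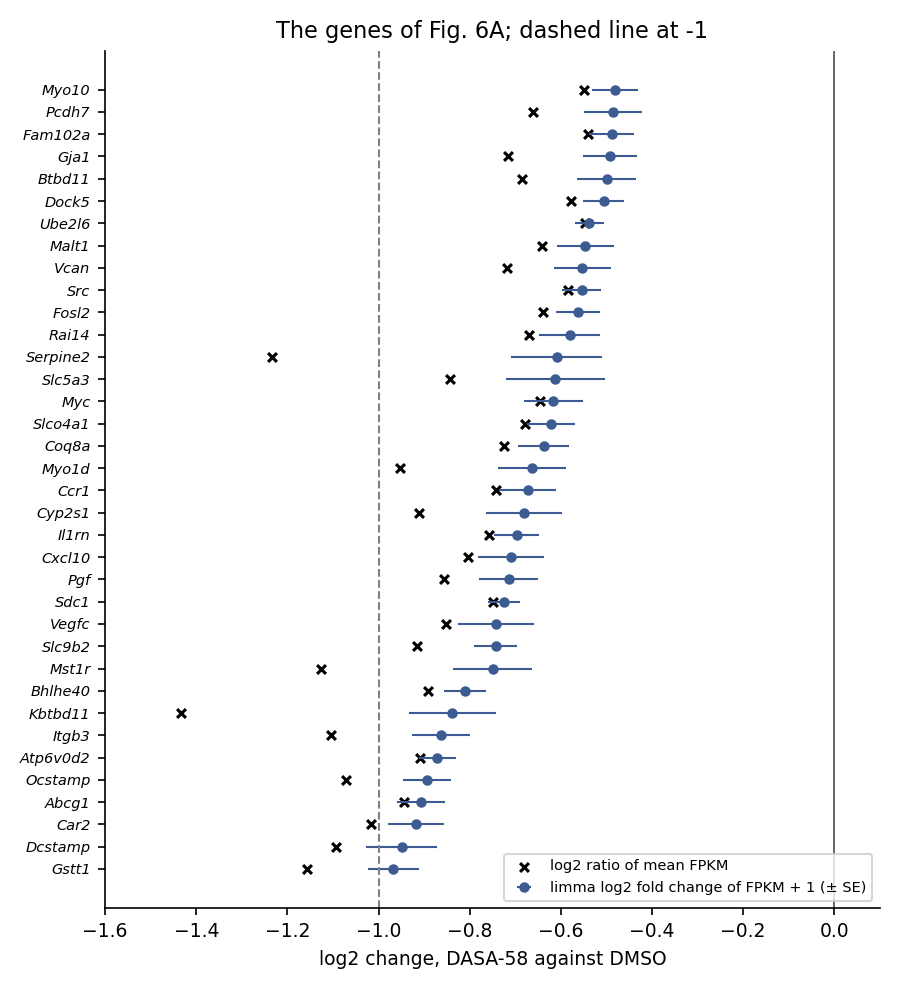
Log2 change with DASA-58 against DMSO for the genes of Fig. 6A, with 3 libraries per group. Circles give the limma log2 fold change of FPKM + 1 with its standard error, crosses the log2 ratio of the mean FPKM, and the dashed line marks -1, which 8 of the 36 crosses pass.

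Ctsk fell from 210 ± 6.26 FPKM (SD, n = 3) to 110 ± 3.28 FPKM (SD, n = 3), a log2 fold change of -0.93 (standard error 0.034, adjusted p = 8.3e-06, limma with Benjamini-Hochberg adjustment). The log2 fold changes of other osteoclast genes named in the paper were -0.90 for Acp5, which encodes TRAP, -0.74 for Mmp9, -0.45 for Nfatc1 and -0.45 for Fos, each with an adjusted p of at most 0.0026 (limma, Benjamini-Hochberg adjustment). For Fos the adjusted p was 0.055 without variance shrinkage. Pkm, the gene of the target of DASA-58, was at 575 ± 9.70 FPKM with DMSO and 575 ± 6.09 FPKM with DASA-58 (SD, n = 3 each). Gapdh, the internal control of the RT–qPCR, was at 43.8 ± 4.32 FPKM with DMSO and 45.8 ± 2.78 FPKM with DASA-58 (SD, n = 3 each). No difference was called (log2 fold change 0.07, adjusted p = 0.61, limma with Benjamini-Hochberg adjustment). Its standard error of 0.071, against 0.024 for Pkm, leaves a small change open.

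A list of 36 osteoclast genes, written before the data were examined, was lower as a set. Its 34 tested members had a median log2 fold change of -0.33 (camera in limma, adjusted p = 2.2e-10 with Benjamini-Hochberg adjustment over 4 lists). Of the members, 14 appear in Figs. 6A or 7. The other 22 had a median of -0.13 (camera in limma, adjusted p = 0.025), with 15 members lower and 7 higher. The study picked the figure genes as lower in these libraries, so leaving them out weakens the remaining list by construction. For these 22 the unadjusted p of camera was 0.013, that of fry 4.8e-05 and that of camera with an estimated correlation 0.052. For the whole list the unadjusted p was 5.5e-11 with camera, 3.4e-06 with fry and 0.0024 with an estimated correlation.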

Figure 6*A* showed part of the cluster analysis results of differentially expressed genes and indicated that PKM2 activator DASA-58 could inhibit the expression of osteoclast-related genes in RANKL-treated BMMs at the transcriptional level. Gene set enrichment analysis showed that several signaling pathways were affected, the most significant of which was the MAPK pathway (Fig. 6*B*).

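The tests of MAPK signaling used gene lists written before the data were examined, because KEGG's own list was not available. They concern mRNA levels and cannot test the phosphorylation that the paper measured (Fig. 5). A wide list covered ligands, receptors, kinases, phosphatases and nuclear targets, and a core list only the kinases and phosphatases of the cascades. The wide list had 175 members among the genes tested, with a median log2 fold change of -0.01. Of these, 95 were lower and 80 higher. Neither the wide list (camera in limma, adjusted p = 0.90 over 4 lists) nor the core list, with 61 members tested (adjusted p = 0.65), was shifted as a set. The unadjusted p of camera was 0.90 and 0.48. With fry it was 0.059 for the wide list and 0.42 for the core list, and with an estimated correlation it was 0.94 and 0.71.

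The 5 genes lower at the threshold of the legend of Fig. 6 are short non-coding RNA genes of 65 to 110 bases. None of them is in either MAPK list or in the 758 mouse Reactome sets with 10 to 300 tested members, so over-representation could not be tested with them. With a pseudocount of 0.1, 24 genes were lower at the same threshold. Of these, 0 were in the wide list and 0 in the core list, and 0 Reactome sets passed an adjusted p under 0.05. So few genes do not decide on either list. When all 798 genes with a lower level and an adjusted p under 0.05 were taken, a choice made after seeing the data, 24 of the 175 members of the wide list were among them, against 12.7 expected (Fisher's exact test, one-sided, p = 0.0019). Of these 24 genes, 9 are shown in Fig. 7A. With the same choice the core list had 4 of its 61 members among the lower genes (Fisher's exact test, one-sided, p = 0.66), and none of 16 Reactome sets named for MAPK, ERK, JNK or p38 passed an adjusted p under 0.05. The excess in the wide list held under 18 of 20 alternatives, all on the same libraries. It did not hold at a mean of at least 5 FPKM (Fisher's exact test, one-sided, p = 0.24) or with voom weights on the recovered fragments (p = 0.072). Separately, 24 of the 262 members of the wide list found in the data are also in other lists. Among these is Nfatc1, a lower gene that is in the osteoclast list too, so the excess need not be specific to MAPK signaling.

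**Figure D2:**
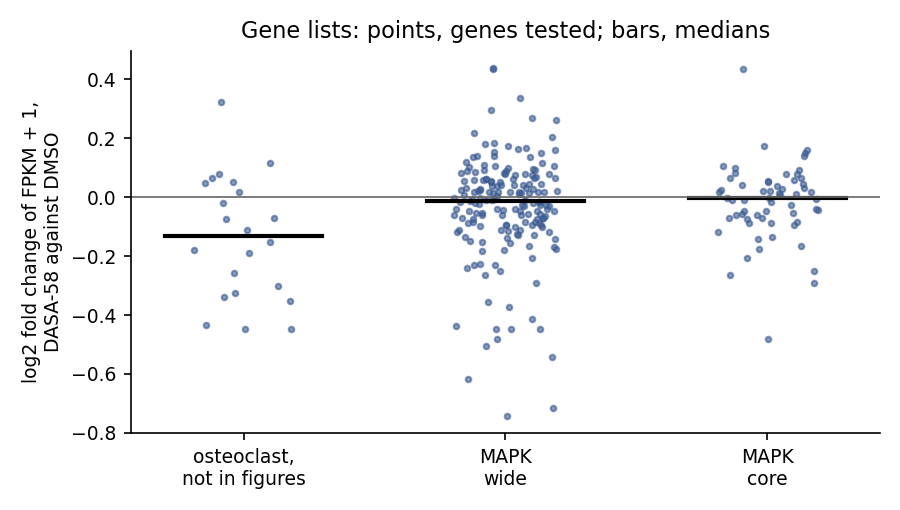
Log2 fold change of FPKM + 1 with DASA-58 against DMSO (vertical axis) for the tested members of 3 gene lists. Each point is a gene and each bar the median of its list, which was -0.13 for the osteoclast genes not shown in the figures and -0.01 for the wide MAPK list. The MAPK lists kept their genes shown in the figures, so the lists are not alike in this.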

**Figure 6:**
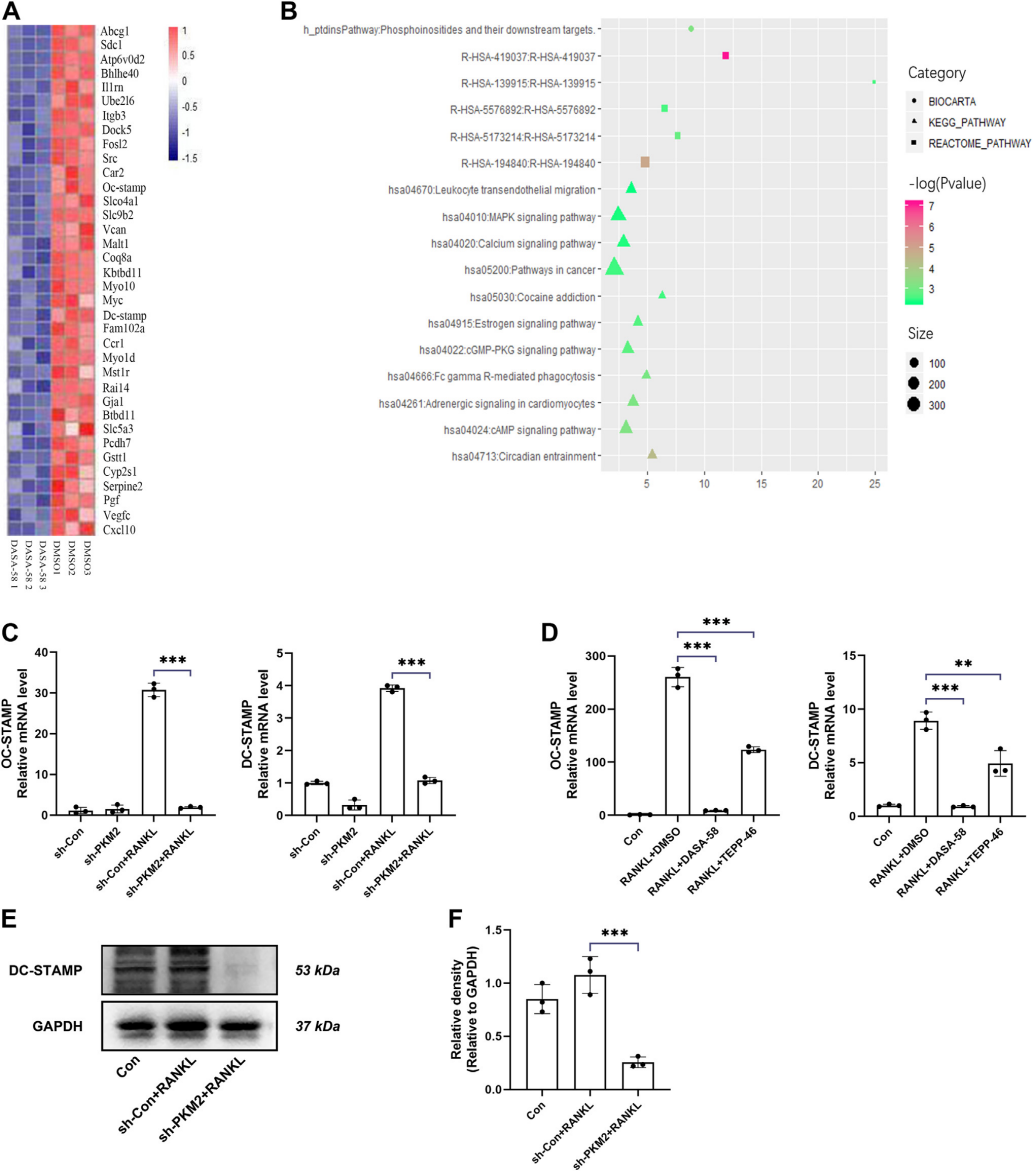
**PKM2 regulated osteoclastogenesis *via* inhibiting the expression of OC-STAMP and DC-STAMP.***A*, heatmap of part of the cluster analysis results of differentially expressed genes (threshold: log fold change <−1, *p* < 0.05). *B*, gene set enrichment analysis was used to select the involved pathways. *C*, OC-STAMP and DC-STAMP mRNA expression was inhibited after the knockdown of PKM2. *D*, OC-STAMP and DC-STAMP mRNA expression was suppressed after treatment with PKM2 activators, DASA-58 and TEPP-46. *E*, DC-STAMP protein expression was inhibited after the knockdown of PKM2. *F*, relative quantification of DC-STAMP protein. Data are displayed as the mean ± SD of three independent replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. DC-STAMP, dendritic cell–specific transmembrane protein; OC-STAMP, osteoclast stimulatory transmembrane protein; PKM2, pyruvate kinase 2.

To verify whether osteoclast stimulatory transmembrane protein (OC-STAMP) and dendritic cell–specific transmembrane protein (DC-STAMP) had an essential role in the regulation of PKM2 in osteoclastogenesis, BMMs were treated with PKM2 activators, DASA-58 and TEPP-46, respectively and induced with RANKL. Total RNA was extracted at specific time points for RT–qPCR, and the results showed that the expression of OC-STAMP and DC-STAMP was inhibited (Fig. 6, *C* and *D*), suggesting that the PKM2 activators, DASA-58 and TEPP-46, could inhibit cell fusion by suppressing the expression of OC-STAMP and DC-STAMP. DC-STAMP protein expression was detected and quantified, which showed that DC-STAMP protein decreased in the sh-PKM2 group, also indicating that DC-STAMP expression was inhibited after the knockdown of PKM2 (Fig. 6, *E* and *F*).

We then performed protein–protein interaction (PPI) network analysis on the corresponding differentially expressed genes. We found three core interaction modules in the interaction networks of the differentially expressed genes, and modules 1, 2, and 3 showed the core genes involved, respectively. 

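From the network of downregulated genes, 207 labels could be read and were found in the table. The mean FPKM was lower with DASA-58 for 206 of them, and in 194 every DASA-58 library was below every DMSO library. The filter of 1 FPKM left 113 genes for the test. Of these, 95 were lower at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested) and 110 when adjusted over the list alone. The study chose the list on these libraries, so none of these counts is independent evidence. The filter left out 94 genes, and 21 of the 207 had a mean of fewer than 10 fragments per library. For 13 genes every DASA-58 library held at most 3 fragments, and 6 of these were at 0 in all of them. Cxcr3 was higher with DASA-58, with 2.56 ± 0.217 FPKM in DMSO and 4.07 ± 0.163 FPKM in DASA-58 (SD, n = 3 each) and a log2 fold change of 0.51 (standard error 0.063, adjusted p = 0.0027, limma with Benjamini-Hochberg adjustment). None of the 113 genes passed a log2 fold change of -1 in the reported fit, whereas 2 did when DASA-58 replicate 2 was left out, 13 with a pseudocount of 0.1, and 17 with a pseudocount of 0.01 or with voom weights, both chosen after seeing the data. By the ratio of the mean FPKM, 69 of the 207 genes were below -1 on the log2 scale, or 60 with the genes at or under 3 fragments put at 3.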

Figure 7*A* presented the PPI of downregulated genes, where the nodes denoted genes, and the connecting lines indicated the existence of interactions between two genes. The more lines connected to a node, the higher its connectivity, indicating that the gene node is more important in the network. Figure 7*B* showed the three modules with the highest connectivity in the networks, all of which were associated with osteoclast differentiation and bone resorption function.

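The first module is formed by 11 genes, among them Ctsk, Acp5, Mmp9, Ocstamp and Dcstamp. All 11 were lower in every DASA-58 library than in every DMSO library. The 9 genes that passed the filter had log2 fold changes between -0.95 and -0.51, each with an adjusted p of at most 0.0071 (limma, Benjamini-Hochberg adjustment). Kdr and Calcr were under the filter, with 159 to 180 and 43 to 48 fragments in the DMSO libraries and 82 to 126 and 13 to 19 fragments in the DASA-58 libraries. Without variance shrinkage the adjusted p was 0.061 for Oscar and 0.085 for Pdgfb (limma).

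The second module holds 8 genes, of which Prdm1, Gzmb and Socs3 passed the filter. Their log2 fold changes lay between -0.62 and -0.56, each with an adjusted p of at most 0.0061 (limma, Benjamini-Hochberg adjustment). Without variance shrinkage it was 0.059 for Prdm1 and 0.051 for Gzmb. The other 5 had a mean under 1 FPKM. Of the 8 genes, 6 were lower in every DASA-58 library than in every DMSO library, and in Il2rb and Il12rb2 the groups overlapped. Il7 had 4 to 15 fragments in the DMSO libraries and 1 to 3 in the DASA-58 libraries, which is at the limit that a count of 0 allows.

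Of the 5 genes of the third module 4 were tested, and 3 were lower at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). The fourth, Chpf, had a log2 fold change of -0.47 (standard error 0.14, adjusted p = 0.068, limma with Benjamini-Hochberg adjustment). Single libraries decided some of these calls. Without DMSO replicate 1 the adjusted p was 0.055 for Chst11 and 0.061 for Chst7, and without DMSO replicate 3 that of Chpf was 0.035 (limma, Benjamini-Hochberg adjustment).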

**Figure 7:**
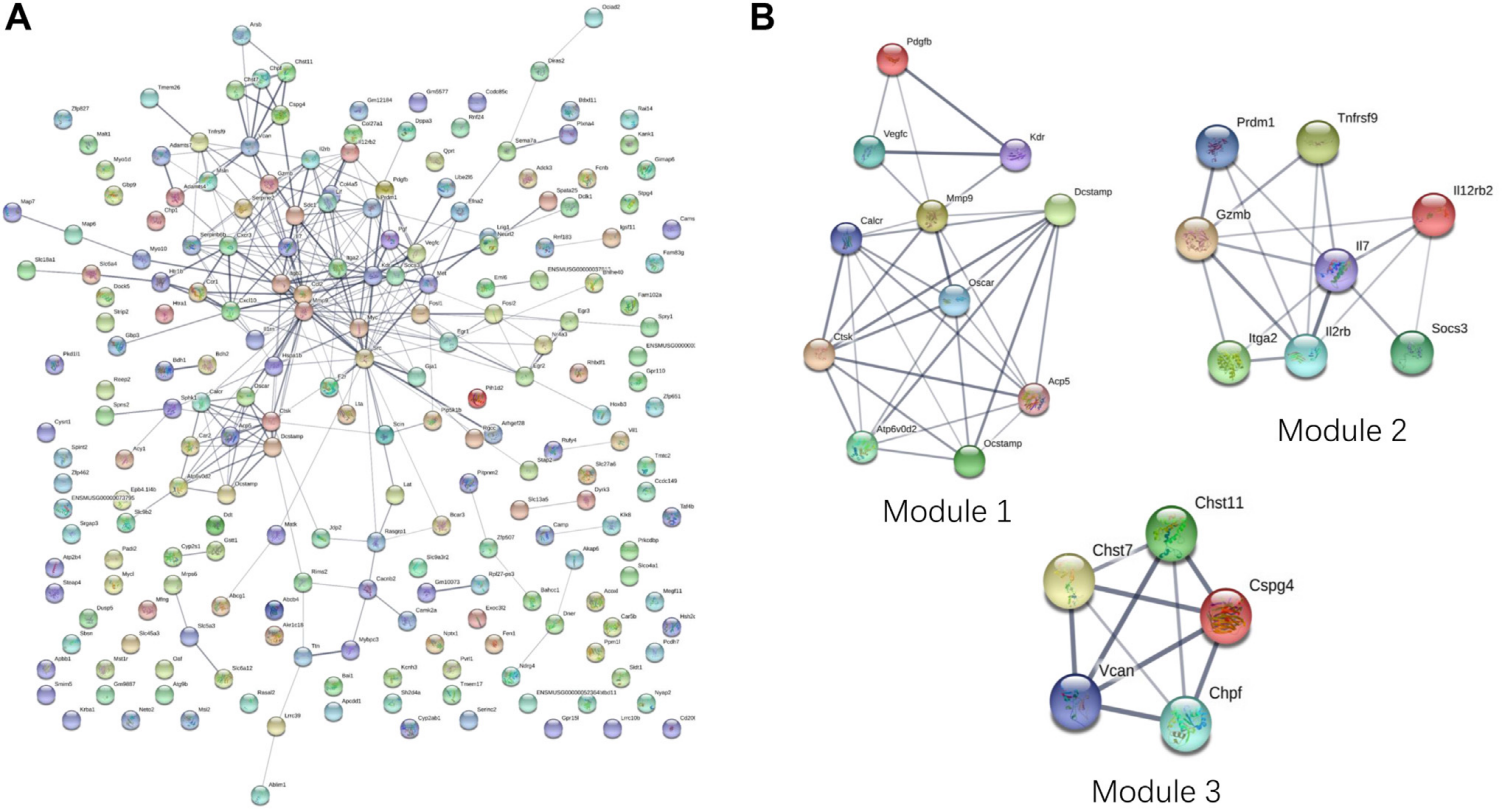
**Core interaction modules in the PPI of differentially expressed genes.***A*, the PPI diagram of downregulated genes, where nodes denoted genes and connecting lines indicated the existence of interactions between two genes. The more lines connected to a node, the greater its connectivity is, which indicates that the gene represented by that node is more important in the networks. *B*, the three modules with the highest connectivity in the networks were associated with osteoclast differentiation and bone resorption function. PPI, protein–protein interaction.

## Discussion

Osteoporosis is a disease that results from osteoclast dysfunction, the exact mechanism of which still remains elusive. The role of PKM2 in many pathophysiological processes has been described. However, its role in osteoclastogenesis remains unclear. Kim *et al.* (23) found that the immunoglobulin superfamily 11–PKM2 axis is involved in the regulation of glucose metabolism and affects osteoclast differentiation. Immunoglobulin superfamily 11 phosphorylates PKM2 at the Y105 site through various src family kinases, which inhibits PKM2 activity and modulates glycolysis in BMMs. Another study emphasized the importance of PKM2 in osteoclastogenesis *in vitro* and *in vivo* and speculated that PKM2 may regulate osteoclastogenesis by affecting signal transducer and activator of transcription 3, but the exact mechanism was not elucidated (24).

Interestingly, our study revealed that silencing PKM2 by shRNA (Figs. 1, *D*–*I* and 2) or its activators DASA-58 and TEPP-46 (Figs. 3, *C*–*I* and 4) in BMMs could both inhibit osteoclast differentiation, bone resorption function, and expression of osteoclast-associated genes, suggesting that PKM2 may play an important part in osteoclastogenesis, which was consistent with the previous findings (23, 24, 25). Contrary to the conventional perception, the knockdown of PKM2 has been found to have the same inhibitory effect on osteoclastogenesis as PKM2 activators. Since PKM2 activators could promote the conversion of PKM2 from monomeric or dimeric form to tetrameric form, and the tetramers were unable to enter the nucleus as transcription factors to promote transcription and gene expression as monomers or dimers do, we speculate that PKM2 activators, such as DASA-58 and TEPP-46, remain in the cytoplasm to exert enzymatic activities rather than transcriptional activities.

We further investigated the mechanism by which PKM2 regulated osteoclastogenesis and found that treatment with TEPP-46 or DASA-58 both inhibited the phosphorylation of the NF-κB and MAPK pathways (Fig. 5). Osteoclast differentiation and formation is a process in which monocytes fuse with each other to form multinucleated cells (26). During the differentiation of BMMs toward osteoclasts, monocytes fuse to form multinucleated cells, in which OC-STAMP and DC-STAMP play an important role (27). OC-STAMP and DC-STAMP have been shown to promote the fusion of osteoclast precursor cells and are the major regulatory proteins of osteoclastogenesis (26, 28, 29, 30). Recent studies have found that small molecule–mediated downregulation of DC-STAMP was involved in the inhibition of osteoclast differentiation and bone loss (31, 32, 33). They also regulate osteoclast and osteoblast differentiation to influence bone metabolic homeostasis (34, 35, 36). Interestingly, RNA-seq results showed a significant downregulation of OC-STAMP and DC-STAMP expression (Fig. 6, *A* and *B*). 

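Ocstamp, the gene of OC-STAMP, is listed as ENSMUSG00000027670 and lies on chromosome 2 of GRCm38 from 165393760 to 165400405 in the GENCODE annotation, since the paper's text does not name a build. Its level was 7.42 ± 0.424 FPKM (SD, n = 3) with DMSO and 3.53 ± 0.129 FPKM (SD, n = 3) with DASA-58, from 468 to 539 and 233 to 251 fragments per library. The log2 fold change was -0.89 (standard error 0.053, adjusted p = 9.7e-05, limma with Benjamini-Hochberg adjustment). Dcstamp, the gene of DC-STAMP, is listed as ENSMUSG00000022303 and lies on chromosome 15 from 39745930 to 39760938. It fell from 9.48 ± 0.495 FPKM (SD, n = 3) to 4.44 ± 0.560 FPKM (SD, n = 3), with 326 to 364 and 145 to 179 fragments per library. For Dcstamp the log2 fold change was -0.95 (standard error 0.078, adjusted p = 4.8e-04, limma with Benjamini-Hochberg adjustment). The log2 ratio of the mean FPKM was -1.07 for Ocstamp and -1.09 for Dcstamp. For both genes every DASA-58 library was below every DMSO library (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). With each library left out in turn, the log2 fold change stayed between -0.93 and -0.86 for Ocstamp and between -1.01 and -0.87 for Dcstamp.

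**Figure D3:**
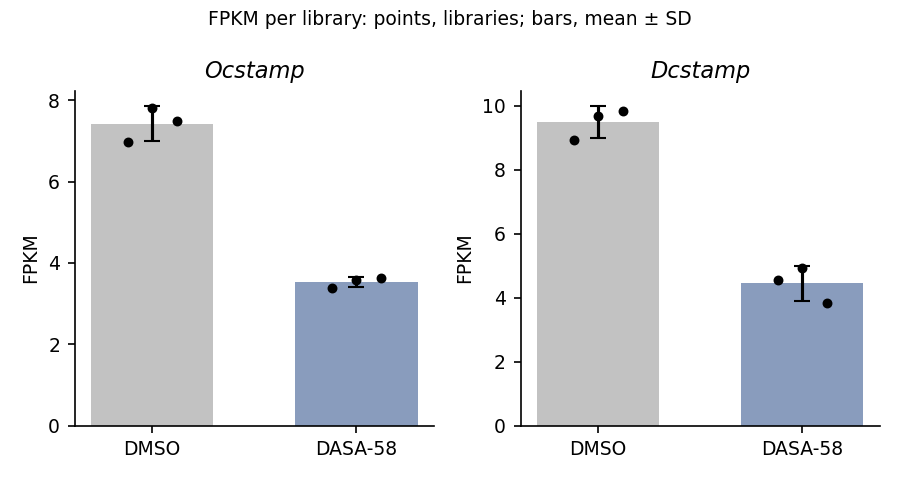
FPKM of Ocstamp and Dcstamp (vertical axes) in the 3 DMSO and the 3 DASA-58 libraries. Points are libraries and bars are means with their SD. The mean of Ocstamp was 7.42 FPKM with DMSO and 3.53 FPKM with DASA-58.

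The paper follows these genes by RT–qPCR, and from those measurements it proposes that the PKM2 activators could inhibit cell fusion by lowering both of them (Fig. 6, C and D).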

Knockdown of PKM2 or treatment with PKM2 activators, DASA-58 and TEPP-46, in BMMs both affected osteoclast precursor cell fusion by inhibiting OC-STAMP and DC-STAMP (Figs. 6, *C*–*F* and 7). Moreover, Mullin *et al.* (37) found that DC-STAMP gene had an established role in osteoclast differentiation using osteoclast-specific expression quantitative trait locus dataset and genome wide association study. Thus, we speculate that PKM2 regulated osteoclastogenesis by affecting the NF-κB and MAPK pathways through OC-STAMP and DC-STAMP.

There are some potential limitations to our study. We know little about the mechanisms by which the small-molecule activators, DASA-58 and TEPP-46, inhibit osteoclastogenesis. DASA-58 and TEPP-46 could promote the formation of PKM2 tetramer and inhibit its entry into the nucleus while inhibiting the activity of PKM2. However, it needs to be further investigated whether this effect could have an inhibitory effect on osteoclast differentiation. Furthermore, when we treated BMMs with the PKM2 activators, DASA-58 and TEPP-46, the expression of OC-STAMP and DC-STAMP was inhibited, but it is still unclear whether this inhibition is a direct effect or because of other factors at the transcriptional level, which requires further studies to verify. Although we have demonstrated the role of knockdown of PKM2 and PKM2 activators in osteoclast differentiation *in vitro*, their role *in vivo* requires further investigation.

In conclusion, PKM2 may be a new target for intervention in osteoclasts and play a prominent role in inhibiting osteoclast differentiation *via* downregulation of OC-STAMP and DC-STAMP, providing a new therapeutic strategy for diseases associated with osteoclast lesions.

## Experimental procedures

### Reagents

DASA-58 and TEPP-46 were purchased from Selleck. Recombinant soluble murine M-CSF and RANKL were purchased from PeproTech. PBS, fetal bovine serum, and Dulbecco's modified Eagle's medium were purchased from Thermo Fisher Scientific. TRIzol reagent was purchased from Invitrogen. MTT cell proliferation and cytotoxicity assay kit was purchased from Boster Biotechnology. The following antibodies were purchased from Cell Signaling Technology: GAPDH (#2118), ERK (#9102), phospho-ERK (#4377), JNK (#9258), phospho-JNK (#4668), P38 (#8690), phospho-P38 (#4511), IKKβ (#8943), phospho-IKKα/β (#2697), P65 (#8242), phospho-P65 (#3033), IκB-α (#4812), phospho-IκB-α (#2859), and NFATc1 (#8032). Anti-TRAP antibody (#185716) was purchased from Abcam. Antibodies against CTSK (#11239-1-AP) and PKM2 (#15822-1-AP) were purchased from Proteintech Group. Antibody against DC-STAMP (#A14630) was obtained from ABclonal Technology. The Osteo Assay Surface Polystyrene 1 × 8 Stripwell Microplate (No. 3989) was purchased from Corning Life Sciences. The TRAP staining kit and all other reagents were purchased from Sigma–Aldrich.

### Cell isolation, culture, and differentiation

BMMs were obtained from 6- to 8-week-old C57BL/6 male mice, provided by the Animal Experiment Center of China Three Gorges University. Mice were executed under carbon dioxide anesthesia followed by immersion in alcohol for 15 min, and the femur and tibia of both hindlimbs were isolated. Dulbecco's modified Eagle's culture medium was aspirated with a 5 ml syringe, and the femoral and tibial bone marrow was rinsed three times into sterile culture dishes. The cell culture medium in the culture dish was made up to 10 ml with M-CSF at a concentration of 25 ng/ml and then incubated in a cell incubator containing 5% CO_2_ at 37 °C for 24 h. The supernatant in the culture dish was collected, transferred to a new culture dish, supplemented with 3 ml of culture medium and the corresponding amount of M-CSF, and then incubated in a cell incubator with 5% CO_2_ at 37 °C for another 24 h. Afterward, 3 ml of culture medium and the corresponding amount of M-CSF were added, and the cells were incubated for 24 h under the same conditions. The medium was then changed, and the appropriate amount of M-CSF was added and cells were incubated for another 24 h under the same circumstances. After digestion with trypsin for 2 min, BMMs were gently blown to resuspend and then inoculated into culture plates for subsequent experiments. RANKL was added at a concentration of 100 ng/ml to induce differentiation of BMMs toward osteoclasts. The culture medium was changed daily.

### Adenovirus transfection

Adenovirus carrying shRNA targeting murine PKM2 (NM_011099) and control viruses were cloned and packaged by Vigene Biosciences. Four shRNAs were designed in one vector, targeting different regions of PKM2. The sequences for each shRNA are listed in Table 1.

**Table 1:** The sequences for each shRNA of PKM2

shRNA segment	Sequences (5′-3′)
shRNA1	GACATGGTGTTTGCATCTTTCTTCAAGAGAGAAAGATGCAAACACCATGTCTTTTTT
shRNA2	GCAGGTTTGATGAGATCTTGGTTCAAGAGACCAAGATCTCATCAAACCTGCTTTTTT
shRNA3	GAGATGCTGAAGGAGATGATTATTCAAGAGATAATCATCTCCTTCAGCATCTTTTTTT
shRNA4	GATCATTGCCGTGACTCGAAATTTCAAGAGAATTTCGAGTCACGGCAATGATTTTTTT

### Cytotoxicity and cell proliferation assay

BMMs were seeded at a density of 3 × 10^3^ cells/well in 96-well plates for the cytotoxicity assay. After 24 h, cells were treated with various concentrations of the PKM2 activators, DASA-58 and TEPP-46 (13, 38, 39, 40, 41, 42). After 1, 3, and 5 days of incubation, the absorbance was measured at 450 nm using a microplate reader (BioTek).

### TRAP staining

To examine the effects of knockdown of PKM2 and PKM2 activators, DASA-58 and TEPP-46, on osteoclast formation in BMMs, cells were treated with DASA-58 and TEPP-46 at the indicated concentrations for 6 days. The TRAP staining kit was used to identify osteoclasts according to the manufacturer's instructions; mature osteoclasts were identified as TRAP-positive multinucleated cells with three or more nuclei (43). Images were captured using an inverted fluorescence microscope (EVOS FL Auto; LifeTechnologies).

### Cell morphology

BMMs were treated with M-CSF (25 ng/ml), RANKL (50 ng/ml), and different concentrations of PKM2 activators, DASA-58 and TEPP-46, for 5 days to form mature osteoclasts. Cells were fixed with 4% paraformaldehyde for 15 min, followed by permeabilization with 0.1% Triton X-100 for 5 min, and then incubated with TRITC-Phalloidin or FITC-Phalloidin (Sigma–Aldrich) for 30 min at room temperature to visualize F-actin. Cells were then washed three times with PBS, and 4',6-diamidino-2-phenylindole (Yeasen) was added for 5 min. Images were captured using an inverted fluorescence microscope (EVOS FL Auto).

### Pit formation assay

Transfected and untransfected BMMs (10 × 10^3^ cells/well) were cultured in a 6-well plate with M-CSF (25 ng/ml) and RANKL (50 ng/ml) for 5 days. Cells were digested with trypsin and seeded into a 96-well Corning Osteo Assay Surface plate and then treated with M-CSF (25 ng/ml) and RANKL (50 ng/ml) for 4 days. Cells were rinsed three times with a bleach solution, and the absorption area was measured for quantitative assessment of pit formation.

### Quantitative real-time RT–qPCR

Total RNA was extracted, reverse transcribed to complementary DNA (cDNA), and RT–qPCR was performed to detect the expression of osteoclast-related genes. Briefly, total RNA was isolated from cultured BMMs using TRIzol reagents according to the manufacturer's instructions, and cDNA was then synthesized with Hifair Ⅲ first Strand cDNA Synthesis SuperMix for qPCR (gDNA digester plus; Yeasen). Templates were amplified with Hieff qPCR SYBR Green Master Mix (No Rox; Yeasen) on CFX Connect Real-Time PCR Detection System (Bio-Rad). Primers synthesized by Tsingke were used as shown in Table 2. The relative mRNA levels of genes were calculated by the 2^−ΔΔCt^ method using GAPDH as an internal control and normalized to the control.

**Table 2:** Primer sequences used in RT–qPCR

Gene	Forward primer sequence (5′-3′)	Reverse primer sequence (3′-5′)
*RANKL*	CAGGAGAGGCATTATGAGCA	GGTACTTTCCTGGTTCGCAT
*TRAP*	GATGCCAGCGACAAGAGGTT	CATACCAGGGGATGTTGCGAA
*CTSK*	GAAGAAGACTCACCAGAAGCAG	TCCAGGTTATGGGCAGAGATT
*MMP-9*	CTGGACAGCCAGACACTAAAG	CTCGCGGCAAGTCTTCAGAG
*c-Fos*	GGTGAAGAGCCGTGTCAGGAG	TATTCCGTTCCCTTCGGATT
*NFATc1*	CAACGCCCTGACCACCGATAG	GGGAAGTCAGAAGTGGGTGGA
*GAPDH*	ACCCAGAAGACTGTGGATGG	CACATTGGGGGTAGGAACAC

### Western blotting

Cells were washed twice in prechilled PBS, and 150 μl of enhanced RIPA lysate (Boster Biotechnology) containing 1 mM PMSF was added to each well and lysed on ice for 15 min. The cell lysate was scraped off with a clean cell scraper, carefully aspirated with a pipet tip into a clean 1.5 ml EP tube, and centrifuged at 4°C for 20 min at 12,000 rpm. The supernatant was then carefully aspirated with a pipet tip, and protein concentration was determined using BCA Protein Assay Kit (Beyotime) according to the instructions. Western blotting was then performed according to the protocol from Cell Signaling Technology. Afterward, the bands were captured by a molecular imager (ChemiDoc XRS+; Bio-Rad) and analyzed by ImageLab software (Bio-Rad). All the experiments were repeated at least three times.

### RNA-seq

BMMs (50 × 10^4^ cells/well) were inoculated in a 6-well plate. The experimental group was treated with DASA-48 and RANKL, and the control group was treated with an equal volume of DMSO. Total RNA was extracted for RNA-seq after 3 days, with three replicates for each group. Gene expression profiles were detected by Annoroad Gene Technology Corp. Differentially downregulated genes were defined as genes with log fold change <−1 and *p* < 0.05 and were presented in a heatmap. Gene function enrichment analysis was performed using R (version 3.6.2). PPI network analysis of the differentially downregulated genes was performed using online tools at www.string-db.org, and the module analysis was performed in Cytoscape (version 3.7.1).

### Statistical analysis

Each experiment was replicated at least three times. SPSS 19.0 (IBM) was used to process the experimental data, and all data were expressed as mean ± standard deviation. Student's *t* test for independent samples was used to compare two groups of experimental data, and the one-way ANOVA test was used for measurement data of more than two groups. Results were considered statistically significant when *p* < 0.05.

## Data availability

The RNA-seq expression data analyzed for this study are available in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE188963. There are no restrictions on the availability of the data after publication of the article.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article. The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

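RNA from BMMs of mice was sequenced in 6 libraries, 3 with DASA-58 and 3 with DMSO, taken after 3 days. The authors deposited FPKM values, normalized for gene length and for the fragments counted in each library, in 1 table of 23504 genes. They did not state the aligner, the genome build, the annotation, the counting tool or the use of strand, and the table shows no scaling between libraries. All value columns were used, so 0 were left unmapped. Each column was assigned to its condition and replicate from the sample labels.

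The FPKM values were first checked for whole fragments. For 907 genes with a single exon the value of 1 fragment gives the depth directly, and 884 of them gave the same depth. With the gene lengths of GENCODE mouse release 21, 21367 genes (90.9%) were whole in all libraries, a fitted length made 1544 more whole, and 593 stayed without recovered fragments. The recovered depth lay between 18209396 and 18853041 fragments with DMSO (median 18349453) and between 18191560 and 18968556 fragments with DASA-58 (median 18829062). A count of 0 allows 3 fragments. Fragments served to state the precision, to weigh short genes, for the distances between libraries, for the test of lymphocyte markers and for added alternatives, and the limma fit of the reported results does not use them. Symbols were matched for 23455 identifiers and not for 49.

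The groups were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) for the 10965 genes with a mean of at least 1 FPKM, using lmFit, eBayes with a trend, and Benjamini-Hochberg adjustment over the genes tested. All 6 libraries entered the fit, without the replicate number as a block. The paper's statistics section gives Student's test for comparisons of 2 groups and a limit of 0.05 for p, and the legend of Fig. 6 adds a log fold change below -1, without the base of the logarithm, a pseudocount or an adjustment. Genes were therefore counted at an adjusted p under 0.05 with a log2 fold change beyond 1, at the threshold of the legend read as log2 and an unadjusted p, and at an adjusted p under 0.05 with any size of change. Single genes were also tested with an exact permutation test in SciPy 1.17.1.

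Gene lists were tested with camera in limma at a preset correlation of 0.01, and again with an estimated correlation and with fry. Lists written before the data were examined covered osteoclast genes (with and without the genes of Figs. 6A and 7), MAPK signaling (wide and core), macrophage, NRF2, cholesterol synthesis, interferon, NF-kB target, ERK feedback, glycolysis, HIF-1, serine and ATF4, LXR, cell cycle, neutrophil, stromal, T and NK cell and dendritic cell genes. The first 4 lists were adjusted together and the other 15 together. Lists of B cell, erythroid and mast cell or basophil genes had fewer than 3 tested members and were not tested. Over-representation was tested with one-sided Fisher's exact tests against all genes tested, for the MAPK lists and for the 758 mouse Reactome sets of fgsea 1.28.0 with 10 to 300 tested members. The labels of Figs. 6A, 7A and 7B were read by eye from the figures.

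The genes named were chosen by a rule set before the data were examined. It takes every gene of Figs. 6A and 7B, the genes the paper names for osteoclast expression, in each direction the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups, and the 3 members with the smallest p of each other list past an adjusted p under 0.05. Genes named outside this rule were chosen after their values were seen, namely Cxcr3, Chp1, Cars, Snord43, Cx3cr1, Cd14, Trem2 and Itgav.

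The alternatives set before the data were examined were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 5 FPKM, quantile normalization, equal library totals, centring on the median, a trimmed mean of log ratios, no trend in the variance, no variance shrinkage, the replicate number as a block, and each library left out in turn. A pseudocount of 0.01, voom weights on the recovered fragments, at least 10 recovered fragments and lower genes of any size for over-representation were added after seeing the data. The statistics were tested on simulated data, in which 185 of 199 changed genes were called (93.0%) and 9 unchanged genes made up 4.64% of the calls. With nothing changed, 0 of 10961 genes were called. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. RT–qPCR, Western blots and imaging have no deposited files and were left out.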

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

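The tests of scaling and the use of the macrophage markers for the NRF2 and the cholesterol synthesis list were chosen after the results were seen, and the other tests before.

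The paper reports genes that fell with DASA-58. In the same libraries 465 genes rose at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment), which are data that the paper does not discuss. Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many, and the others gave 0, but 10 splits cannot give a share under 0.1, so that a grouping by accident and an effect of DASA-58 cannot be told apart by this count alone. Noise between replicates is argued against, since libraries lay farther apart between the groups (mean chi-square of 10.9 to 13.4 over 10766 genes) than within them (2.51 to 3.79). Simulated data with nothing changed gave 0 calls among 10961 genes. That simulation drew each gene independently and held no difference between cultures, so it cannot test such noise. The scaling moves the balance of directions. Of the genes past the threshold, 63.2% were lower with the values as deposited, 49.5% with quantile normalization, 45.8% with centring on the median, 45.8% with the trimmed mean and 71.3% with equal library totals, although the median of all genes stayed within 0.042 of 0 under each of them. Centring on the median, the trimmed mean and quantile normalization bring this median close to 0 by design (-0.00078, -0.0032 and -0.0014). They therefore largely set the balance and cannot test it. The median was -0.028 as deposited and -0.042 with equal library totals, where more genes fell than rose. The values do not show which scaling applies, so whether more genes fell than rose stays open.

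The NRF2 list had a median log2 fold change of 0.29 with DASA-58, with 21 of 21 tested members higher and 17 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment; camera adjusted p = 1.0e-18 over 15 lists). The call held with an estimated correlation (adjusted p = 0.0086) and with fry (adjusted p = 1.2e-05). The 3 members with the smallest p were Gclm, Prdx1 and Gsta3, at 171%, 151% and 194% of DMSO. The tables argue against scaling between libraries, since the median of the list was at least 0.26 under the 4 other scalings, where other splits of the libraries reached 0.095. They argue against GC content and gene length, since after their trend was removed the list stood at percentile 100 of 10000 random lists. A larger share of undifferentiated macrophages stays open, since the list was not compared between such cells and osteoclasts. Macrophage markers moved apart, with 6 higher and 3 lower at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment), but they do not test the NRF2 genes. The splits (1 of the 10 moved the list as far, the real one) cannot decide, and an effect of DASA-58, which the design names, stays open and was not tested apart from the grouping. No member is shown in Figs. 6A or 7, and 1 is in another list.

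The cholesterol synthesis list had a median log2 fold change of 0.32, with 21 of 22 tested members higher and 16 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment; camera adjusted p = 1.0e-18 over 15 lists, 0.023 with an estimated correlation and 3.3e-04 with fry). Cyp51, Sqle and Insig1 were at 154%, 145% and 139% of DMSO. Scaling is argued against by a median of at least 0.31 under the 4 other scalings, where other splits reached 0.15. GC content and gene length are argued against by percentile 100 of 10000 random lists after their trend was removed. A larger share of undifferentiated macrophages stays open, since the same 3 lower and 6 higher macrophage markers do not test the cholesterol synthesis genes. The real split was the only one (1 of 10) that moved the list as far, which is too few splits to decide, and an effect of DASA-58 stays open.

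The macrophage list had a median log2 fold change of 0.11, with 14 of 19 tested members higher and 5 lower (camera in limma, adjusted p = 7.0e-05 over 15 lists, 0.048 with an estimated correlation and 6.3e-04 with fry). Marco, Fcgr3 and Adgre1 had log2 fold changes of 1.04, 0.53 and 0.26, at an adjusted p of at most 9.8e-04 (limma, Benjamini-Hochberg adjustment). A larger share of undifferentiated macrophages would raise every marker only if each is higher in them than in osteoclasts, which was not tested. On that assumption it is not the whole source, since 3 markers fell while 6 rose at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). Among those that fell were Cx3cr1 (log2 fold change -0.40) and Cd14 (-0.15). Cx3cr1 lost this call without variance shrinkage. Scaling is argued against by a median of at least 0.094 under the 4 other scalings, where other splits reached 0.066, and GC content and gene length by percentile 99.98 after their trend was removed. The real split was the only one (1 of 10) that moved the list as far. A change within the macrophages themselves stays open, and the splits are too few to decide on the grouping.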

How the results depend on the processing

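Ocstamp and Dcstamp kept their direction and an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment) under all 20 alternatives. Over these, the log2 fold change ran from -1.07 to -0.54 for Ocstamp, with adjusted p between 4.8e-11 and 0.013, and from -1.10 to -0.62 for Dcstamp, with adjusted p between 2.4e-09 and 0.031. The median of the osteoclast list stayed between -0.38 and -0.23, with p (camera or fry in limma) of at most 0.0024. The counts of Fig. 6A genes that were lower with any size of change stayed between 34 and 36 except at a mean of at least 5 FPKM, where 24 genes were left to test and all 24 were lower. Pseudocounts of 0.01 and voom weights, at least 10 recovered fragments and lower genes of any size were chosen after seeing the data.

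Counts of genes depended on the setting. For genes lower at an adjusted p under 0.05 and a log2 fold change below -1 (4 as reported), the count was 17 with a pseudocount of 0.1, 21 with 0.01, 20 with voom weights, 2 without a trend in the variance, and 0 with a pseudocount of 5, without a filter, at a mean of at least 5 FPKM, without shrinkage and with at least 10 fragments. The counts at an unadjusted p in these cases of 0 were 0, 7, 0, 4 and 0. Fits that each left out one library gave from 2 to 6, with 2 without DMSO replicate 1. Higher genes past the same limits (1 as reported) were 2 with pseudocounts of 0.1 and 0.01, quantile normalization, centring on the median and the trimmed mean, 5 with voom weights, and from 1 to 3 with a library left out, the 3 without DASA-58 replicate 3. At the threshold of the legend of Fig. 6, genes lower (5 as reported) were 24 with a pseudocount of 0.1, 29 with 0.01, 28 with voom weights, 0 with a pseudocount of 5, 0 at a mean of at least 5 FPKM, 0 with at least 10 fragments, and from 5 to 8 with a library left out, the 8 without DASA-58 replicate 1. Genes higher at it (1 as reported) were 4 with a pseudocount of 0.1, 7 with 0.01, 9 with voom weights, 2 with quantile normalization, centring on the median and the trimmed mean, and from 2 to 6 with a library left out, the 6 without DMSO replicate 2, so that each of these 6 fits gave more than the reported count. A smaller pseudocount raises the fold change of low genes by construction. For the filters, fewer or more genes are tested by construction, and for the other settings the cause was not tested.

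Genes lower with any size of change (798 as reported) were 372 without a filter, 504 with centring on the median, 507 with the trimmed mean, 515 without a trend, 314 without shrinkage and 1322 with voom weights, and from 387 to 603 with a library left out. Genes higher with any size (465 as reported) were 257 without a filter, 227 without shrinkage and 738 with voom weights, and from 272 to 375 with a library left out. They rose to 597 with centring on the median and 600 with the trimmed mean, where the lower genes fell. Of the 1263 genes in both directions, 489 were also called without shrinkage and 1211 with voom weights. Leaving out a library leaves fewer samples, and the cause of the other changes was not tested.

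For the figure genes at the threshold of the legend (0 as reported for both), the count for Fig. 6A was 8 with pseudocounts of 0.1 and 0.01 and with voom weights, and from 0 to 2 with a library left out, the 2 without DASA-58 replicate 2. For Fig. 7A it was 13 with a pseudocount of 0.1, 17 with 0.01 and with voom weights, and from 0 to 2 with a library left out, again 2 without DASA-58 replicate 2. Fig. 7A genes lower with any size (95 as reported, of 113 tested) were 83 of 207 without a filter, 38 of 41 at a mean of at least 5 FPKM, 144 of 184 with at least 10 fragments and 60 of 113 without shrinkage.

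The osteoclast list without figure genes lost its call at a mean of at least 5 FPKM (median -0.074, camera p = 0.070) and with an estimated correlation (median -0.13, p = 0.052), and its p was otherwise between 4.8e-05 and 0.023 with fry or a library left out. The wide MAPK list, with no call in the reported fit, changed the direction that camera gives without a filter (median -0.0056, a p of 0.81), with voom weights (median -0.012, a p of 0.95) and without DMSO replicate 2, DASA-58 replicate 1 or DASA-58 replicate 3 (medians of -0.022, -0.018 and -0.013, a p of at least 0.84). Over all 6 fits with a library left out its median ran from -0.022 to -0.010, with a p of at least 0.60. The cause was not tested. Lower genes of any size gave 24 members of the wide list (Fisher's exact test, p = 0.0019) and 4 of the core list (p = 0.66) where the count at the threshold of the legend was 0, and 41 Reactome sets where it was 0. Those counts of 0 were fixed by the 5 short non-coding RNA genes behind them and say nothing about the lists. The counts were also 0 with a pseudocount of 0.1, where 24 genes were lower at that threshold, too few to decide. Camera on all genes gave 128 Reactome sets lower. The number of the 15 other lists past an adjusted p under 0.05 was 6 as reported, 3 with an estimated correlation and 10 with fry.

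Some of those lists changed their call (adjusted p from camera or fry in limma over 15 lists). The glycolysis list (median 0.03 as reported) lost it with equal library totals (0.014), the replicate block (0.031), voom weights (0.031) and an estimated correlation (0.031), and had medians from 0.025 to 0.040 with a library left out, losing the call without DMSO replicate 3 (adjusted p = 0.13), DASA-58 replicate 1 (0.058) and DASA-58 replicate 3 (0.10). The interferon (-0.28) and NF-kB target (-0.12) lists lost it with an estimated correlation only. ERK feedback genes gained a call without a filter (-0.11), with quantile normalization (-0.12), centring on the median (-0.12), the trimmed mean (-0.12), voom weights (-0.16), at least 10 fragments (-0.16) and fry (-0.15), and ran from -0.20 to -0.11 with a library left out, with a call without DMSO replicate 3 and without DASA-58 replicate 2. Neutrophil genes gained one with quantile normalization (-0.15), centring on the median (-0.15), the trimmed mean (-0.17) and fry (-0.18), and ran from -0.22 to -0.16 with a library left out, with a call without DMSO replicate 1. With fry the serine and ATF4 list (-0.031) and the dendritic cell list (-0.15) also gained one. With a library left out, medians of the HIF-1 list ran from -0.017 to 0.10, of the serine and ATF4 list from -0.068 to -0.021 and of the cell cycle list from -0.022 to 0.010, with a gained call for HIF-1 without DMSO replicate 1. Medians of the LXR list ran from -0.055 to 0.029 and of the stromal list from 0.015 to 0.057. Those of the T and NK cell list ran from -0.23 to -0.16 and of the dendritic cell list from -0.24 to -0.083, and none of these lists gained a call. The cause was not tested.

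With the replicate block, the numbers of the libraries did not pair them, since same-numbered libraries had correlations of -0.015, 0.016 and -0.016 of their deviations across genes. The block gave 2 genes lower past the limits in place of 4, 579 lower and 378 higher with any size, and a median of 0.031 for the glycolysis list, which lost its call.

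Among single genes, Pkm, at no change, turned to 0.045 with quantile normalization, 0.026 with centring on the median and 0.028 with the trimmed mean, and ran from -0.015 to 0.0066 with a library left out. Chp1 likewise turned to 0.012, 0.017 and 0.018, and ran from -0.031 to 0.0062. Of 1140 values of 58 named genes under the alternatives, 58 were weaker, 5 stronger and 12 reversed, the last only in Pkm and Chp1. Both genes were at no change (log2 fold changes of -0.00074 and -0.0100), so a reversed sign says nothing about them. Of the weaker values, 38 belong to genes under 200 bases. The depth limits genes such as Il7, Tnfsf11 (at most 3 fragments in each library) and Mir7026 (at most 4 fragments), for which no size of change is given.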

Differences from the paper's values

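The paper measured several genes by RT–qPCR in RANKL-induced BMMs with DASA-58, an assay other than RNA-seq and on other samples. With DASA-58 the paper's level of Ocstamp was about 3% of DMSO in Fig. 6D, read by eye, and 47.6% by mean FPKM in RNA-seq. Dcstamp was at about 9% in Fig. 6D, read by eye, and at 46.9% in RNA-seq. Ctsk was at about 11% in Fig. 4C, read by eye, and at 52.2%. Mmp9 was at about 3% in Fig. 4C, read by eye, and at 59.6%. Nfatc1 was at about 10% in Fig. 4C, read by eye, and at 72.1%. Acp5 was at about 63% in Fig. 4C, read by eye, and at 53.2% in RNA-seq, where it fell more than in the figure. The direction was the same in each case. None of the alternatives set before the data were examined that change these values (4 scalings and each library left out) closed the gap for the first 5 of these genes, all but Acp5.

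The legend of Fig. 6 gives a log fold change below -1 as the threshold of the heat map, and Fig. 7A shows downregulated genes. On the log2 scale with a pseudocount of 1, 0 of the 36 genes of Fig. 6A and 0 of the 113 tested genes of Fig. 7A passed -1 at an unadjusted p under 0.05, although 36 and 95 were lower at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). With a pseudocount of 0.1, set before the data were examined, 8 and 13 genes passed it. With the pseudocount of 1 and DASA-58 replicate 2 left out, 2 and 2 passed it. With a pseudocount of 0.01 it was 8 and 17, and with voom weights on recovered fragments 8 and 17, both chosen after seeing the values. A change of log base does not bring the other genes past -1, since natural and decimal logarithms give smaller sizes.

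The paper names the MAPK pathway as the most significant in its enrichment analysis. Here neither MAPK list was shifted as a set (camera in limma, adjusted p = 0.90 and 0.65 over 4 lists). The lists were written by hand, and the paper does not state which genes or test its enrichment used, so the measures are unlike. The paper also reports lower phosphorylation of P38, JNK and ERK by Western blot (Fig. 5), which mRNA levels cannot test. The 5 genes lower at the threshold of the legend are short non-coding RNA genes and could not test it. With lower genes of any size, a choice made after seeing the values, the wide list was over-represented (24 of 175 members, one-sided Fisher's exact test, p = 0.0019), the core list was not (p = 0.66), and the Reactome sets with the smallest p were those of translation and of the citric acid cycle and respiratory electron transport, with 0 of 16 sets named for MAPK, ERK, JNK or p38 past an adjusted p under 0.05. With camera on all genes, 1 of these 16 sets passed, the ERK/MAPK targets, which were higher (adjusted p = 0.023).

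Fig. 7A shows Cxcr3 among downregulated genes. It was higher with DASA-58 (log2 fold change 0.51, adjusted p = 0.0027, limma with Benjamini-Hochberg adjustment). Labels read as Cars and Chp1 had log2 fold changes of -0.05 and -0.01 and did not pass an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment), and the label read as Cars is hard to read.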

Other observations

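The tests of the NF-kB target and glycolysis lists, of scaling, of very short genes and of the pseudocount were chosen after the results were seen, and the other tests before.

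The 6 libraries can be split into 3 and 3 in 10 ways. For genes lower with any size of change (798), genes lower and higher past both limits, the lower genes of Figs. 6A and 7A with any size, and the medians of the osteoclast lists, 1 of the 10 splits, the real one, gave a result as large. For genes lower at the threshold of the legend it was 5 of the 10 splits and for genes higher 10 of the 10. With 3 against 3 the share is never under 0.1, so grouping by accident cannot be told apart from the treatment by these counts.

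The genes with the largest changes at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment) and no overlap between groups were Snord69, Mir7026, Mir99a, Gm22208, Gstt1, Dcstamp, Ctsk, Jdp2, Car2 and AF357399 among those lower, and Marco, Ednrb, Gsta3, Clec4n, Fpr1, A530064D06Rik, Mir339, Slc40a1, Gm20658 and Gclm among those higher. The counting of overlapping or antisense genes such as Gm20658 is not stated, which leaves these uncertain. All 5 genes lower at the threshold of the legend (the fifth is Snord43, named after its value was seen) are shorter than 200 bases, where 1.43% of the genes tested are (one-sided Fisher's exact test, p = 5.6e-10), and no library holds more than 10 fragments of any of them. Few fragments in very short genes are a candidate explanation of these large fold changes.

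The pseudocount of 1 was tested as the reason that the genes of Fig. 7A fall by less than 1 on the log2 scale. Without a pseudocount, 69 of 207 genes had a mean FPKM under 0.5 of that with DMSO, or 60 with the genes at or under 3 fragments put at 3, so the pseudocount is not the whole reason. Apart from Cars, Chp1 and Cxcr3, each of the other 204 genes either had a log2 ratio of mean FPKM of at most -0.53 or was at 0 with DASA-58.

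The osteoclast list without figure genes (22 members, 10 lower and 1 higher at an adjusted p under 0.05, limma with Benjamini-Hochberg adjustment) includes 4 genes of another list. The 3 members with the smallest p are Trem2, which rose, and Nfatc1 and Itgav, which fell. Scaling is argued against, since its median was -0.10 or lower under the 4 other scalings, where other splits reached 0.061 in size, and GC content and gene length, since it stood at percentile 0.01 of 10000 random lists after their trend was removed. The splits are too few to decide on the grouping of the libraries.

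The interferon list had a median log2 fold change of -0.28, with 29 of 29 tested members lower and 22 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment; camera adjusted p = 9.8e-14 over 15 lists, fry 0.0017, but 0.13 with an estimated correlation). Ube2l6, Isg15 and Gbp3 were at 68.4%, 74.8% and 64.5% of DMSO, and 4 members are shown in Figs. 6A or 7. Scaling is argued against by a median of -0.25 or lower under the 4 other scalings, where other splits reached 0.16 in size, and GC content and gene length by percentile 0 after their trend was removed. The splits (1 of the 10, the real one) are too few to decide on the grouping, and an effect of DASA-58 stays open.

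Of the remaining lists, NF-kB targets had a median of -0.12 (adjusted p = 0.014, camera in limma), with 15 of 20 members lower and log2 fold changes of -0.29, -0.40 and -0.23 for Nfkbia, Traf1 and Tnip1, and glycolysis genes one of 0.03 (adjusted p = 0.045, camera in limma), with log2 fold changes of 0.20, 0.37 and 0.12 for Hk3, Aldoc and Aldoa. Those not past an adjusted p under 0.05 (camera in limma over 15 lists) were ERK feedback (median -0.15, adjusted p = 0.076), neutrophil (-0.18, 0.076), HIF-1 (0.03, 0.076), serine and ATF4 (-0.03, 0.59), LXR (-0.01, 0.40), cell cycle (0.0036, 0.57), stromal (0.04, 0.47), T and NK cell (-0.20, 0.59) and dendritic cell genes (-0.15, 0.40). For the NF-kB targets, scaling is argued against by a median of -0.095 or lower under the 4 other scalings, where other splits reached 0.053 in size, and GC content and gene length by percentile 0.6 after their trend was removed. The splits (1 of the 10, the real one) are too few to decide on the grouping, and an effect of DASA-58 stays open. For the glycolysis list scaling stays open, since its median fell to 0.014 with equal library totals, under the 0.020 that other splits reached. GC content and gene length stay open for it too, at percentile 99.28 after their trend was removed, since its median is near 0 and its members go both ways, and so does the grouping (1 of the 10 splits, the real one).

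With camera on all genes, 128 Reactome sets were lower and 25 higher at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over 758 sets). Translation had a median of -0.10 (adjusted p = 6.8e-08), the citric acid cycle and respiratory electron transport -0.11 (adjusted p = 1.1e-06) and cholesterol biosynthesis 0.25 (adjusted p = 1.8e-12).

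Among the lymphocyte genes of Fig. 7B, Gzmb fell to 47.8% of the DMSO fragments. Il2rb had a mean of 55.8%, but its groups overlapped (19 to 37 fragments with DASA-58 and 33 to 72 with DMSO). Fewer T or NK cells were tested with the summed fragments of Cd3e, Cd3d, Cd3g, Nkg7 and Prf1, which had a mean of 20 per library with DMSO (11 to 30) and of 15.3 with DASA-58 (14 to 18). So few fragments do not decide it, and fewer such cells and lower expression in BMMs cannot be told apart.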
